A study of Mus musculus with 3 samples. Its data were reported in "Runx2 and Runx3 differentially regulate articular chondrocytes during surgically induced osteoarthritis development" (2022).

How the data were processed

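Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed in mouse chondrocytes of the superficial zone (SFZ), the layer of articular cartilage next to the joint surface. The cells had been transfected with a vector that expresses FLAG-tagged Runx3, a transcription factor of the Runx family. There were 3 libraries, 1 per group: chromatin pulled down with an antibody against the FLAG tag (RUNX3-FLAG), chromatin pulled down with a nonspecific antibody (IgG) and chromatin that was not pulled down (input). With 1 library per group, no value had a replicate error, and no test compared conditions. Tests below compared windows of the RUNX3-FLAG library with each other, with their flanks, or with the genome and its annotated genes.

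According to the study's methods, reads were aligned with bowtie to the unmasked mouse genome mm9, and peaks were called with CisGenome by a two-sample comparison with input and filtered on the P value and the false discovery rate. The files held 2 peak lists of the same RUNX3-FLAG library, one of which named IgG in addition. Which control library that list was called against was not stated, so it is called the IgG-named list here, and the other is called the main list. Each list held 1000 entries in order of rank. The deposited columns were ranks, positions and distances to genes, in bp, as the authors' software wrote them. No read count, peak height, P value or false discovery rate per peak was among the columns used, so the depth of the libraries is unknown here and a filter on the false discovery rate could not be tried. For every entry the authors' tables gave 1 nearest gene and some neighbouring genes, at most 10 Mb away. They also gave the RefSeq transcript, its strand and the location of the entry in it. Neighbouring genes filled 2462 rows for the 1000 entries of the main list. They were thus a few genes beside each entry, not all genes within 10 Mb.

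In every entry the end exceeded the start by 100. Of 1787 genes whose symbol was found in the GENCODE annotation of the same build, 612 had a deposited lower end 1 below the GENCODE position and 63 had the same position. Deposited positions were therefore read as counted from 0 with both ends included, and each entry was taken as a window of 101 bp. Coordinates are printed counted from 1.

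The distance of a window to the nearest transcription start site (TSS) was the smallest distance among the deposited neighbouring genes, measured from the window centre. Shares have Wilson 95% confidence intervals, which cover counting error only. Windows of the 2 lists were paired one to one by the closest centre and counted as shared when they had at least 1 bp in common. For comparison, the windows of the main list were placed at random on their own chromosomes 1000 times. Gene lists were written before the data were examined, and the share of windows whose nearest TSS belonged to a list was compared with the share of the genome whose nearest TSS did, by an exact two-sided binomial test with Benjamini-Hochberg adjustment over the 7 lists. This used the 22367 protein-coding genes of GENCODE on 21 chromosomes and bases other than N. The study had already reported collagen fibril organization among the most enriched terms of its Runx3 peaks. The collagen and collagen fibril lists were thus not independent of a known result from this library. Neighbouring windows are not independent, and the test takes windows as spread evenly over bases, so these p-values may be too small. The rank of a list was the median of the best window rank of its genes, taken over the genes deposited as nearest, and its percentile among 10000 random lists of the same size. The Runx motif TGYGGY, where Y is C or T, was sought on both strands of each window and in windows of the same length 500 bp to each side, and the 2 were compared by the exact McNemar test. A 31-mer was called multi-copy when it occurred more than once in the genome on either strand.

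Before the data were examined, 12 genes named in the study for Runx3, for cartilage or as Runx family members were fixed. The genes nearest to the top 10 windows of the main list and the 5 genes nearest to the most windows were added. For these, only the rule of choice was fixed in advance, and the genes came from the data. The alternatives tried were the top 333 windows, other overlap rules, the window edge, a limit of 500 kb or 50 kb, neighbouring genes, the IgG-named list, a wider window and a narrower motif. The GENCODE genes for distances, and the nearest transcription end site or the gene deposited as nearest for the gene lists, were added after the data were seen.

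Each statistic was tested on simulated data with known answers, and 14 of 14 steps passed. Of 1000 simulated windows, the 200 with a planted Runx motif were found. In 200 simulated runs of the gene list test, 12 were called at 0.05 without an effect and 200 with a planted excess. These runs used small chromosomes, evenly spread windows and a large excess. They do not show how the test behaves for windows gathered at TSSs or for lists with few windows. The tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9.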

Results

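To describe where Runx3 associated with the genome of SFZ chondrocytes, the ranked windows of the RUNX3-FLAG library were analysed. The data comprised 3 ChIP-seq libraries, with 1 each of RUNX3-FLAG, IgG and input. There were no replicates, so intervals below are Wilson 95% intervals over windows. The depth of the libraries was unknown. The main list and the IgG-named list each held 1000 windows of 101 bp on 20 chromosomes. No window occurred more than once within a list. An alternative kept the top 333 windows of a list.

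The 2 lists were compared first, to see how far the windows depended on the peak calling. Both came from the same RUNX3-FLAG library, so their overlap is not independent evidence of binding. Of the 1000 windows of the main list, 912 (91.2%, 89.3 to 92.8) shared at least 1 bp with a window of the IgG-named list. In 1000 random placements, a mean of 0.086 windows and at most 2 windows were shared. Requiring identical windows moved this result most and left 704 windows (70.4%). Across the 912 shared windows, Spearman's rho between the ranks was 0.994, and the median difference in rank was 7. Of the 88 windows of the main list without a partner, 29 had a rank after 900 and 4 were among the first 100. The nearest genes deposited for the main list numbered 897, of which 842 (93.9%, 92.1 to 95.3) were also deposited for the IgG-named list.

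The distribution of windows relative to TSSs was examined next. In the main list, 365 windows (36.5%, 33.6 to 39.5) lay within 5 kb of a TSS, with 246 upstream and 119 downstream. A further 334 windows (33.4%, 30.5 to 36.4) lay at 5 to 50 kb, and 292 windows (29.2%, 26.5 to 32.1) at 50 to 500 kb. The remaining 9 windows (0.9%, 0.474 to 1.70) were farther away. The median distance was 19.0 kb. Within 0.5 kb of a TSS there were 254 windows (25.4%, 22.8 to 28.2). With the GENCODE genes, added after the data were seen, 26.9% of windows lay within 0.5 kb of a TSS, where 0.834% of the genome lies, a ratio of 32.2. The same annotation moved the share at 50 to 500 kb to 25.5%, where 46.3% of the genome lies. The top 333 windows did not differ from the other 667 in the share within 5 kb (37.8% against 35.8%, odds ratio 1.09, p = 0.577, adjusted p = 0.758 over 3 distances, Fisher's exact test, two-sided). The IgG-named list held 373 windows within 5 kb (37.3%, 34.4 to 40.3) and 289 at 50 to 500 kb (28.9%, 26.2 to 31.8). By location in the annotated transcripts, 625 windows of the main list lay outside genes, 248 in introns, 103 in an untranslated region at the start of a gene, 20 in coding exons and 4 in an untranslated region at the end of a gene.

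**Figure D1:**
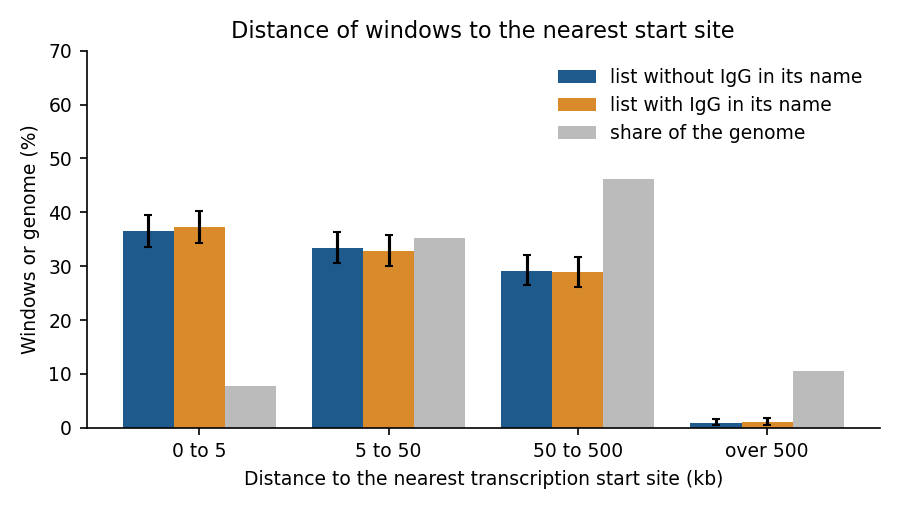
Percent of windows (bars, with Wilson 95% intervals) by distance to the nearest TSS in kb for the 2 lists, with deposited genes, beside the percent of the genome at that distance from a GENCODE TSS (grey bars). Windows within 5 kb make up 36.5% and 37.3% of the lists against 7.84% of the genome.

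The gene deposited as nearest did not always have the nearest TSS. Among the 1000 windows of the main list, the deposited gene had the nearest TSS of the neighbouring genes for 623. It had their nearest transcription end site for 978. For the other 377 windows (37.7%, 34.7 to 40.7) the nearest TSS among the neighbouring genes belonged to another gene. These include 21 windows whose deposited gene was not among the neighbouring genes, so its own TSS was not compared. Of 375 windows inside a gene, 99 were deposited with a different gene as the nearest. Gene lists were therefore counted by the nearest TSS, and both genes are given below where they differ.

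The lists fixed in advance were then counted among the nearest genes. For the collagen and collagen fibril lists, the study had already reported a related enrichment in this library, so their excess is not independent support. Genes of collagen fibril organization were nearest to 15 windows against 2.69 expected from their share of the genome (ratio 5.57, 3.38 to 9.13, adjusted p = 1.16e-06, exact binomial test). These windows fell at 13 genes, among them Col3a1, Col5a1, Comp, Fmod, Lox and Tgfb2. Counting neighbouring genes moved the ratio most, to 3.79, and restriction to the top 333 windows moved the p-value most, with a ratio of 4.46 and an adjusted p of 0.0923 (exact binomial test). Collagen genes were nearest to 10 windows against 2.87 expected (ratio 3.49, 1.90 to 6.39, adjusted p = 0.00108, exact binomial test). Genes of the TGF-beta pathway were nearest to 11 windows against 1.63 expected (ratio 6.75, 3.77 to 12.0, adjusted p = 4.13e-06, exact binomial test). AP-1 genes were nearest to 5 windows against 0.283 expected (ratio 17.7, 7.56 to 41.2, adjusted p = 2.76e-05, exact binomial test), 1 each at Atf3, Fos, Fosb, Fosl1 and Junb. Tgfb2 is in both the fibril and the TGF-beta lists, and some collagens are in both the collagen and the fibril lists, so these results overlap. The expected counts spread windows evenly over bases, whereas 26.9% of windows lay within 0.5 kb of a TSS, where 0.834% of the genome lies. A list whose genes are nearest to few bases can thus exceed expectation for any signal gathered at TSSs. How much of each ratio this explains was not tested. Matrix protease genes were nearest to 2 windows against 2.66 expected (ratio 0.753, 0.207 to 2.74, adjusted p = 1, exact binomial test), at Adamts17 and Mmp14. Of the lists chosen as negative controls, olfactory receptor genes were nearest to fewer windows than expected (2 against 12.1, ratio 0.165, adjusted p = 0.00108, exact binomial test), and ribosomal protein genes did not differ (4 against 1.98, ratio 2.02, adjusted p = 0.163, exact binomial test). Within the list of windows, genes of these lists did not rank high. The median best rank was 664 for the collagen fibril genes, at percentile 88.4 of 10000 random lists, and 556 for the collagen genes, at percentile 69.7. It was 507.5 for the TGF-beta genes (percentile 56.1) and 611.5 for the AP-1 genes (percentile 74.8). It was 505 for the olfactory receptor genes (percentile 54.6) and 567.5 for the ribosomal protein genes (percentile 67.2). A low percentile would have meant better ranks than random lists, and the matrix protease genes, with 1 ranked gene, had none.

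**Figure D2:**
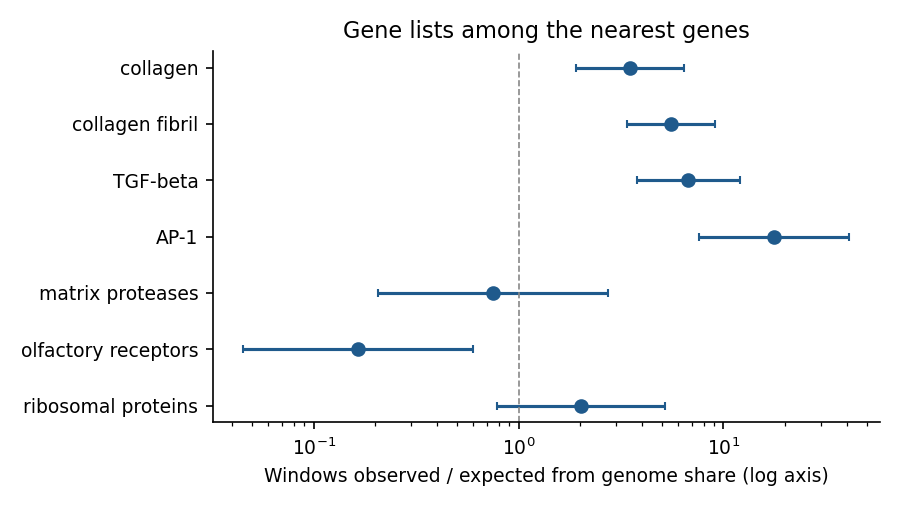
Ratio of observed to expected windows on a log axis for each gene list in the main list (points, with 95% intervals from the Wilson interval of the share), with a dashed line at a ratio of 1. The 4 upper lists lie at 3.49 to 17.7, and the olfactory receptor genes lie at 0.165.

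Genes named in the study were looked up in the windows. Prg4, Acan, Mmp9, Mmp13, Ibsp, Col2a1, Sox9, Sox5 and Sox6 were deposited as nearest or neighbouring gene for 0 of 1000 windows of either list, which allows a share of up to 0.3% for each. Only a few genes beside each window were deposited, so windows with other genes in between were not counted. As each list holds only its 1000 highest windows, this says nothing about weaker peaks at these genes. The study showed Runx3 peaks around Prg4 and Acan, with reporter activity there raised by Runx3. It also named Prg4 and Mmp9 among genes nearest to the upper part of its full peak list. The counts here do not contradict this. Runx1 (gene ID 12394) was the nearest gene of 3 windows in the main list. They lay on chromosome 16 of mm9, at 92654259 to 92654359 in an intron (rank 115), at 92778345 to 92778445 in an intron (rank 324) and at 92697025 to 92697125 in an untranslated region at the start of the gene, 498 bp from the TSS (rank 399). The window of rank 115 held the Runx motif and had the sequence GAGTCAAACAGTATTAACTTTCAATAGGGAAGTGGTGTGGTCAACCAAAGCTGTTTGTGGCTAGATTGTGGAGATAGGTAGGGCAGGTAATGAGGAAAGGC. The window of rank 324 held the motif too, and that of rank 399 did not. The IgG-named list held 2 Runx1 windows. Runx3 (gene ID 12399) was the nearest gene of 1 window in the main list, on chromosome 4 at 134731343 to 134731443, in a coding exon (rank 377). In the IgG-named list it had 3 windows: this one (rank 384), one at 134711283 to 134711383 that overlaps a coding exon (rank 22) and one at 134702790 to 134702890 in an intron (rank 289). The cells carried a Runx3 vector, so reads at coding exons could not be assigned to the genome alone. Runx2 was a neighbour of 1 window (rank 749) and the nearest gene of none.

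The window of rank 1 lay on chromosome 9 at 21754925 to 21755025, 12.3 kb downstream of the TSS of BC018242 and outside genes. The window of rank 2 lay on chromosome 19 at 4989129 to 4989229 in an intron of Npas4, 793 bp from its TSS. Rank 3 lay on chromosome 15 at 72399093 to 72399193, outside genes, with 1810044A24Rik deposited as nearest and Kcnk9 having the nearest TSS. Ranks 4 to 10 had Ccdc77, Zfp28, Tctex1d2, Phf21b, Garnl3, Erich1 and Fhl3 as deposited nearest genes, with Pcyt1a having the nearest TSS at rank 6 and Sf3a3 at rank 10, and the windows of ranks 7 and 9 lay in introns of Phf21b and Erich1. The window of rank 8 lay inside Garnl3, while Slc2a8 had the nearest TSS. The windows of ranks 1, 2, 3 and 4 lacked the Runx motif, and the other 6 of the top 10 held it. A site like that of the repressor REST was present in 7 of the top 10, at ranks 1, 2 and 3 without the Runx motif and at ranks 5, 7, 8 and 9 with it. All 10 had the same rank in the IgG-named list. The genes nearest to the most windows were Mid1 with 5 and 2010111I01Rik, Plec1, Tfb1m and Tomm20 with 4 each. Of the Mid1 windows, 4 lay within 1 kb of each other near the end of chromosome X. For all 4 windows of Tfb1m, the gene with the nearest TSS was Tiam2, and for 1 window of 2010111I01Rik (rank 814) it was Fancc.

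To look for copy number or vector effects, windows were counted by chromosome. The median over 19 autosomes was 0.423 windows per Mb, from 0.269 on chromosome 3 to 0.632 on chromosome 11. Chromosome X held 6 windows, or 0.0370 per Mb. Per 100 genes, X held 0.644 windows against an autosome median of 4.58. Chromosome Y held 0 of 1000 windows, which allows a share of up to 0.3%.

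**Figure D3:**
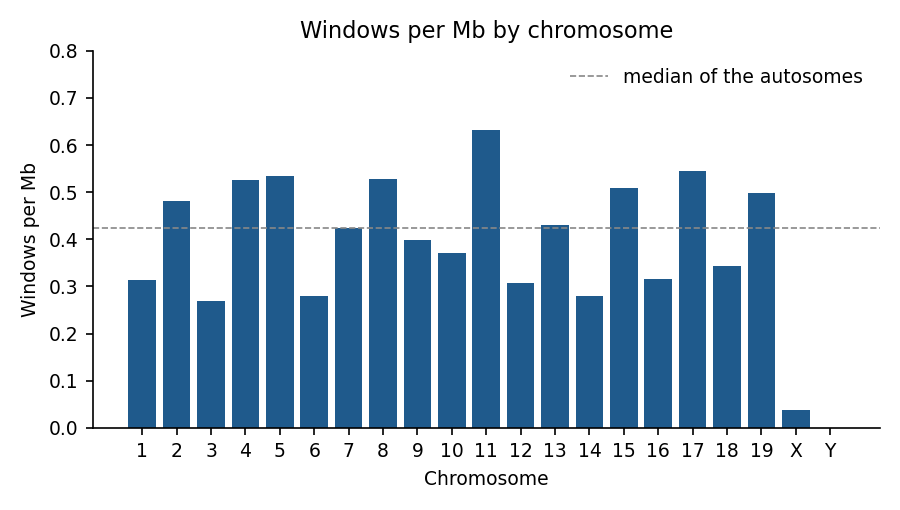
Windows of the main list per Mb of bases other than N (bars) on each chromosome, with the autosome median (dashed line). X stands at 0.0370 windows per Mb and the autosomes at 0.269 to 0.632.

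Finally, the Runx motif was sought in the windows. It was present in 661 of 1000 windows (66.1%, 63.1 to 69.0). In windows 500 bp to the left it was present in 161 (16.1%, 13.95 to 18.5), and to the right in 160 (16%, 13.9 to 18.4). Only the central window had the motif in 552 pairs on the left against 52 for the reverse (adjusted p = 3.53e-106, exact McNemar test), and in 561 against 60 on the right (adjusted p = 6.26e-103). The narrower motif TGYGGT moved the excess over the flanks most, from 50.05 to 44.7 percentage points. Matches were 6.53 times as dense within 20 bp of the centre as at 400 to 520 bp. The motif was present in 68.8% of the top 333 windows, 69.1% of the next 333 and 60.5% of the last 334 (top against last, odds ratio 1.44, adjusted p = 0.0287, Fisher's exact test). It was present in 53.9% of the 254 windows within 0.5 kb of a TSS and 70.2% of the 746 others (odds ratio 0.496, adjusted p = 7.44e-06, Fisher's exact test).

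**Figure D4:**
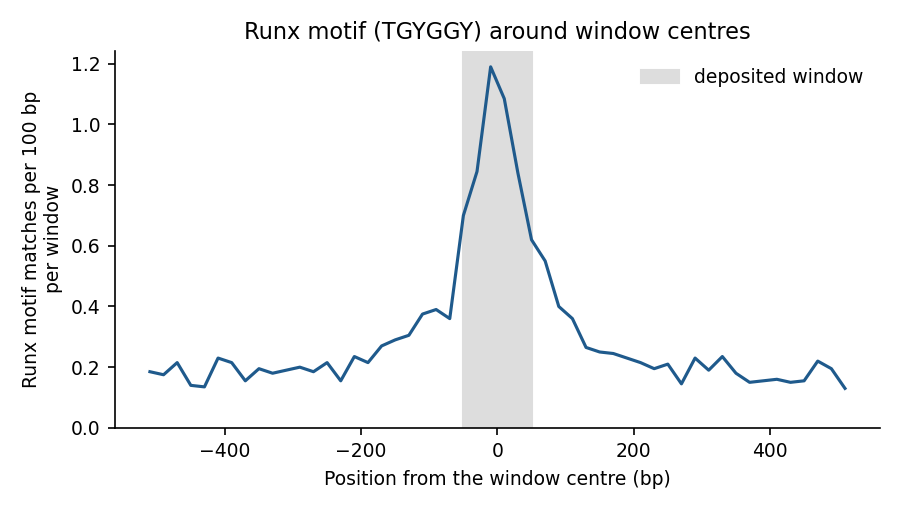
Runx motif matches per 100 bp and window (line, in bins of 20 bp) against the position from the window centre in bp, with the deposited window shaded. Matches average 1.14 per 100 bp within 20 bp of the centre and 0.174 at 400 to 520 bp.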

Values the study reported

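The study reported 21,730 raw peaks for Runx3 in these cells. About 50% of them lay between 50 and 500 kb from a TSS.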

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

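Of 97 alternative values over 24 results, 14 used the top 1000 windows, which are the whole list, so they could not differ. Of the other 83, 57 stayed within the interval of the main value or on the same side of the threshold, or for a count within the limit set. There were no replicates to leave out. No paired analysis was possible because each group has 1 library. A stricter false discovery rate and the removal of the widest windows gave no value, as no rate was given per window and all windows have the same width.

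Restriction to the highest ranks left 333 windows by construction. Among these, 94.3% were shared, rho was 0.996 and 96.2% of nearest genes were shared. Identical windows came to 70.4%. With GENCODE genes, chosen after seeing the data, 25.5% of windows lay at 50 to 500 kb.

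In the top 333, with fewer windows tested, 5 lists kept their direction and lost significance: collagen (ratio 3.14), collagen fibril (4.46), TGF-beta (3.68), AP-1 (10.6) and olfactory receptors (0.248). The first 4 passed under each of the other alternatives, as did the olfactory receptors. Matrix proteases went above expectation within 50 kb (1.27) and ribosomal proteins had 0 windows in the top 333, neither past the threshold. Ribosomal proteins rose to 2.76 and past it with neighbouring genes (adjusted p = 0.00378, exact binomial test, up to 1 over its alternatives). The cause was not tested.

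With the median rank of a gene's windows, the percentile became 65.2 for collagen, 97.2 for collagen fibril, 50.1 for TGF-beta, 72.0 for AP-1, 51.3 for olfactory receptors and 63.7 for ribosomal proteins. Matched on windows per gene, it became 79.4, 93.9, 50.1, 69.97, 50.2 and 62.2 in the same order.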

Other observations

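Most tests in this part were chosen after the result was seen; the shuffles and the comparisons with annotated gene starts were written before their outcome was known, on patterns already noticed. No group in the design gives a biological contrast, so binding was examined only through the motifs in the windows.

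The lists here hold 1000 windows each. That is lower than the value quoted from the study above. The share of windows at 50 to 500 kb was 29.2%. That is lower than the value quoted from the study above. The study's share was over all its peaks, and the list here holds only 1000 ranked windows. The shares thus cover different sets of peaks, and the difference between them is not evidence of a discrepancy.

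Sites like that of REST, a repressor of neuronal genes, stood out at the top of the main list. The sequence TTCAGCACCACGGACAGCGCC was matched with at most 6 mismatches over its 21 bases in 34 of 1000 windows (3.4%, 2.44 to 4.71), and in 1 of 2000 flanking windows. Of these, 15 were among the top 100 windows, and 7 were among the top 10. At rank 2, in an intron of Npas4, the best match had 2 mismatches, in the sequence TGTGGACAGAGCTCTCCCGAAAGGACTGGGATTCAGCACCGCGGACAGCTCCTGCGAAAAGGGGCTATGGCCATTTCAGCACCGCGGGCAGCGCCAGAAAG. The highest count in 100 shuffles of the windows was 7, which argues against base composition as the source of most of them. On average 0.166% of their 31-mers were multi-copy, which argues against repeated sequence. The Runx motif was present in 35.3% of them (21.5 to 52.1) against 67.2% of the 966 others (p = 0.00029, Fisher's exact test, two-sided), which argues against Runx3 being held by its own motif as often as in the others. For the 12 windows that hold both, this stays open, and they include ranks 5, 7, 8 and 9. All 34 were in both lists. As the control of the IgG-named list is not stated, pull-down without the FLAG antigen cannot be told apart from binding that needs it.

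Chromosome X had 6 windows. The lower of the expectations, from its number of genes, was 41.7 (p = 6.7e-12, exact binomial test), so fewer bases or genes are not enough. Of 1000 random windows, 29.6% on X were mostly multi-copy against a median of 14.8% on autosomes. Scaling by this left 34.4 windows expected, so multi-copy sequence is not enough either. The rate per Mb on X was 8.75% of the autosome median. Whether 1 copy of X per cell is part of this cannot be told apart from other causes, as the labels used here give no sex and the lists no heights.

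Of the 6 windows on X, 4 lay between 166434927 and 166435739, 214.6 kb from the end of the chromosome in mm9 (ranks 75 to 349). The IgG-named list had 3 windows there. No other place in the main list had 3 or more windows within 1 kb. At most 39.4% of the 31-mers of a window there were multi-copy. All 4 windows had a mostly multi-copy flank 500 bp to one side, against 66 of the 996 other windows. The windows are thus mostly single-copy beside repeated sequence, and whether reads from the repeats gave rise to them cannot be told apart from binding. Sequence present once in the assembly and more often in the cells was not tested.

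The gene deposited as nearest had the nearest transcription end site of the neighbouring genes for 97.8% of windows. In 21 of the 22 exceptions it was not among those genes, and its own end site was at least as close as theirs. This is consistent with a choice by the distance to the end of the gene.

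At Runx3, the IgG-named list had 2 windows that the main list lacked. One, of rank 22, overlapped the coding exon at 134711197 to 134711353. The vector could give such reads, and 1 coding window of 2 has an exact one-sided p of 0.0647 against the 3.29% of positions in the gene whose window would touch a coding exon, and with the shared window of rank 384 it is 2 of 3 and p is 0.00317. The excess of coding windows thus rests on whether the shared window is counted. Binding at an exon would give the same excess, so vector and genome cannot be told apart here. The other, of rank 289, overlapped 0 exons of annotated Runx3 transcripts, which argues against vector reads, as the study's methods describe expression vectors made from full-length cDNA. The window in both lists lies in 1 of 6 coding exons, and the others had none in the main list. Weaker windows there are beyond the end of the list, so its source cannot be told apart either.

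The Runx motif was rarer in windows within 0.5 kb of a TSS, by 16.3 percentage points. The largest drop in 100 shuffles was 3.09 points, which argues against base composition as the whole cause. At 22367 annotated gene starts, at the same offsets, 18.1% had the motif, so windows at a TSS still had more of it (odds ratio 5.29, adjusted p = 1.48e-36 over 3 tests, Fisher's exact test). The sequence CCGGAAG, typical of ETS factors, was present in 42 of the 254 windows near a TSS (16.5%, 12.5 to 21.6) against 3.21% of annotated gene starts (odds ratio 5.97, adjusted p = 1.51e-17, Fisher's exact test) and 1.47% of windows farther away. It was chosen after its excess had been seen in these windows. Among windows near a TSS, it was as frequent without the Runx motif (16.2%) as with it (16.8%, adjusted p = 1, Fisher's exact test). Annotated starts include genes that are silent in these cells, so open promoters in general may explain part of this, which was not tested.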
